A study of Mus musculus with 8 samples. Its data were reported in "Acute depletion of METTL3 implicates N6-methyladenosine in alternative intron/exon inclusion in the nascent transcriptome" (2021).

How the data were processed

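Chromatin-associated RNA of E14 mouse embryonic stem cells had been immunoprecipitated with each of 2 m6A antibodies and sequenced together with its input, in 8 libraries that form 4 groups of 2. The 3 peak lists the authors deposited were used, as intervals with a start, an end, a strand and a name. The score column of the deposited lists was 0 for all 17068 peaks and so held no peak height. By the study's methods and the submitters' processing notes, peaks had been called with MACS2 2.1.1 on the duplicates of each antibody against input, split at the points between summits, trimmed to a fixed reach around each summit, and given the strand with the stronger enrichment. HOMER is also named in those notes. A list of peaks called with both antibodies (Cfg1), a list called with SySy with subthreshold Abcam signal (Cfg2) and a list called with Abcam only (Cfg3) resulted. Since the lists come from pooled duplicates, they give no sequencing depth per library, and the error between replicates could not be computed.

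Intervals were annotated on mouse assembly GRCm38.p6 (the coordinates of mm10) with GENCODE vM21, an earlier release than the one used in the study. The reference was checked by splicing 1418 annotated transcripts from the assembly, of which 1418 matched the transcript sequences base for base. One representative transcript stood for each of 35631 genes: that with the longest coding sequence, or the longest noncoding transcript. Pseudogenes, immunoglobulin and T-cell receptor segments, and small structured RNA genes were left out. A peak was placed by its midpoint on its own strand, with exons before introns and introns before intergenic sequence. In 1 Cfg2 entry the strand field had a stray character and was read as plus. Coordinates are given from the first to the last base.

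Location shares were compared between lists with two-sided Fisher's exact tests, adjusted by the Benjamini-Hochberg method over 6 tests, and Cfg1 was compared with Cfg3 in 7 further shares adjusted together. Intervals of shares are 95% Wilson intervals. GGACT presence, stop codon proximity (200 nt), positions exonic in another transcript, and proximity to Cfg1 peaks (500 nt) were tested against 1000 random placements in the same transcript or intron, one-sided for GGACT and two-sided for the others. The share of peaks in the first 25% of introns was tested with an exact binomial test. GC content was compared with 100 random intervals of the same intron per peak, and intron length with the mean of the other introns, by sign-flip permutation tests with 100000 resamples. The 18 tests within lists were adjusted together, an adjustment that the plan had not named. A threshold of 0.05 was used on adjusted p-values throughout.

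Gene lists covered m6A writers, readers and erasers, pluripotency factors, Polycomb genes, histone lysine methyltransferases and demethylases, chromatin remodellers, SR splicing factors, ribosomal proteins, oxidative phosphorylation, Zfp genes, immediate early genes, named long noncoding RNAs, TGF-beta signalling, early lineage markers, fibroblast markers and loci singled out by the study. Each was compared with the other genes that carried a peak of any list. The genes named are all members of the m6A lists and of the study's loci, the members of each other list with the most Cfg1 peaks, the genes with the most peaks of each list, with the most intronic peaks, or with the most Cfg3 peaks in the absence of the others, and the noncoding genes with the most SySy-called peaks. Some genes that the rule takes in, predicted genes among them, were left unnamed. The gene lists, the naming rule, and the tests and alternative settings, apart from those that are said to have been added or chosen later, were fixed before the data were examined.

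The tests within lists were first tested on simulated data. In a set of 3000 simulated peaks with 20% moved onto each feature, all 5 features planted were called, and of 200 tests on sets of 300 randomly placed peaks, 7 had p under 0.05. Alternatives covered the representative transcript, gene types, the rule of position, full-width peaks, 1 peak per gene or intron, the motif and its window, the controls, window sizes, the overlap that counts as shared, the background of the gene lists and matching on transcript length. Replicates could not be left out in turn and a stricter calling threshold could not be applied, since the lists hold no value per library and no score. Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.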

Results

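Methylated regions of nascent transcripts were mapped in E14 mouse embryonic stem cells by immunoprecipitating N6-methyladenosine (m6A), an internal methyl mark of adenosine in RNA, from chromatin-associated RNA, a fraction rich in unspliced transcripts. The 8 libraries fell into 4 groups of 2 replicates: precipitated RNA and its input for the antibody from Synaptic Systems (SySy), and the same pair for the antibody from Abcam. The values analysed were 3 lists of strand-specific peak intervals in mouse genome coordinates (mm10), called by the authors on the pooled duplicates of each antibody. Confidence group 1 (Cfg1) held 5277 peaks called with both antibodies. Confidence group 2 (Cfg2) held 5472 peaks called with SySy, where the Abcam signal lay under the calling threshold, and confidence group 3 (Cfg3) held 6319 peaks called with Abcam alone. The median interval was 198 nt wide in Cfg1, 159 nt in Cfg2 and 135 nt in Cfg3. The lists give no sequencing depth, so it is unknown here, and no value per library, so there was no error between replicates. The 95% intervals and p-values below cover the counting error of the lists, and peaks are not independent replicates.

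The first comparison asked whether methylated sites in nascent RNA lie in exons or introns, and whether this differs with the antibodies that called them. Peaks called with both antibodies were mostly exonic, whereas Abcam-only peaks were mostly outside exons. In Cfg1, 86.8% of peaks (4579 of 5277, 95% Wilson interval 85.8 to 87.7%) had their midpoint in an exon, and in Cfg2 the share was 79.7% (78.6 to 80.7%). In Cfg3 it was 36.1% (34.9 to 37.3%). Introns held 6.29% of Cfg1 peaks (332 peaks, 5.67 to 6.98%), 10.2% of Cfg2 peaks (560 peaks, 9.46 to 11.1%) and 49.1% of Cfg3 peaks (3100 peaks, 47.8 to 50.3%). Intergenic sequence held 6.94%, 10.1% and 14.9% of the peaks of Cfg1, Cfg2 and Cfg3.

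The intron share was lower in Cfg1 than in Cfg2, with a difference of -3.94 percentage points (95% interval -4.98 to -2.91, two-sided Fisher's exact test, p = 9.9e-14, adjusted p = 1.2e-13). It was also lower in Cfg1 than in Cfg3, by -42.8 points (-44.1 to -41.4, Fisher's exact test, adjusted p = 2.5e-620), and lower in Cfg2 than in Cfg3, by -38.8 points (-40.3 to -37.3, adjusted p = 2.3e-487). By the same exact test, the intergenic share differed by -3.17 points between Cfg1 and Cfg2 (-4.22 to -2.12, adjusted p = 4.1e-09), by -7.94 points between Cfg1 and Cfg3 (-9.05 to -6.82, adjusted p = 1.4e-42) and by -4.77 points between Cfg2 and Cfg3 (-5.95 to -3.58, adjusted p = 9.7e-15). These 6 tests were adjusted together by the Benjamini-Hochberg method. Taken chromosome by chromosome, the intron share was lower in Cfg1 than in Cfg2 on 17 of 20 chromosomes, and lower in Cfg1 than in Cfg3 on 20 of 20.

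**Figure D1:**
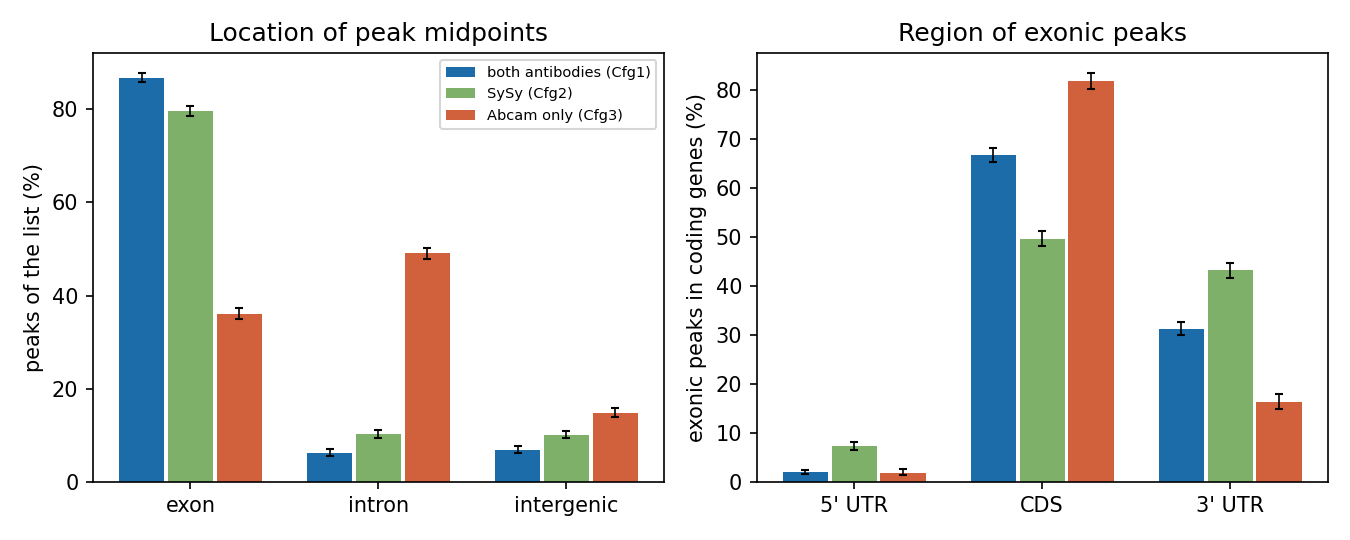
Left, the percentage of peaks of each list with their midpoint in an exon, an intron or intergenic sequence. Right, the percentage of exonic peaks of coding genes in the 5′ UTR, the CDS and the 3′ UTR; bars are shares with 95% Wilson intervals, and introns hold 49.1% of Cfg3 peaks against 6.29% of Cfg1 peaks.

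Within exons of protein-coding genes, coding sequence (CDS) held 66.7% of Cfg1 peaks, 49.6% of Cfg2 peaks and 81.8% of Cfg3 peaks. The 3′ UTR held 31.3% in Cfg1, 43.1% in Cfg2 and 16.3% in Cfg3, and the 5′ UTR 2.03%, 7.25% and 1.89%. Peaks mapped to 5474 genes in all. Cfg1 peaks lay in 2590 genes, Cfg2 peaks in 2910 and Cfg3 peaks in 2847, and 636 genes held peaks of all 3 lists. Intronic peaks lay in 232 genes in Cfg1, in 394 in Cfg2 and in 1738 in Cfg3.

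Spen, which encodes a large RNA-binding transcriptional repressor needed for Xist-mediated silencing, held the most Cfg1 peaks, 18, of which 5 were intronic. It was followed by the histone methyltransferase gene Kmt2d with 12, and by Ahnak, the imprinted retrotransposon-derived gene Peg10, Rnf213 and Tnrc6c with 10 Cfg1 peaks each. BC067074, the cytolinker gene Dst and the protocadherin gene Fat1, among others, held 9 each. The genes with the most Cfg2 peaks were Plec with 16, Zfp704 with 15, the cytoskeletal linker gene Macf1 with 14 and Gcnt2 with 12. Klf4, a pluripotency transcription factor gene, held 10 Cfg2 peaks and no Cfg1 or Cfg3 peak. Tnrc6c and Tsc22d1 also held 10 Cfg2 peaks, and Cenpf, Pkd1 and Ranbp6, among others, held 9.

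The genes with the most Abcam-only peaks carried many of them in introns. Tenm4, which encodes a teneurin cell-surface protein, held 29 Cfg3 peaks, 26 of them intronic, and Exoc4, which encodes a subunit of the exocyst, held 19, of which 18 were intronic. Etl4 held 12 intronic Cfg3 peaks out of 14 and Btbd9 held 12 out of 12, while Agap1, Enox1 and St6galnac3 held 10 intronic Cfg3 peaks each. Dyrk1a, a protein kinase gene, and Gli2, a Hedgehog-pathway transcription factor gene, held 10 intronic Cfg3 peaks out of 11. Dst and Kat6b held 16 Cfg3 peaks each, 7 of them intronic in either gene, Arhgap32 held 13 with 9 intronic, and the histone acetyltransferase gene Crebbp held 11 with 8 intronic. Exonic Cfg3 peaks prevailed in Akap12, with 12 and no intronic one, and in the chromatin remodeller gene Atrx, with 2 of 11 intronic. Of the 2847 genes with a Cfg3 peak, 1246 held no peak of the other lists, among them Exoc4, Atrx, St6galnac3, Ptprk with 8 Cfg3 peaks, and Acin1, Cenpp and Fam168a with 7. Fam168a held 11 peaks when the longest transcript stood for each gene.

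SySy-called intronic peaks, Cfg1 and Cfg2 together, were most frequent in Macf1 with 13. Csnk1e, a casein kinase gene, Ttc3 and Orc1, which encodes a subunit of the origin recognition complex, held 7 intronic peaks each, and Dst, Icosl, Setd4 and a further origin recognition gene, Orc3, held 6. Cit held 5. Setd4 held 0 peaks when the longest transcript stood for each gene. Among noncoding genes, Platr22 held 7 Cfg2 peaks, 5 of them intronic, and Gm13110, D430020J02Rik and 4732471J01Rik held 7 Cfg1 and Cfg2 peaks each. 1700030C10Rik held 5.

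The genes for the m6A machinery carried peaks themselves. Rbm15, whose product recruits the methyltransferase complex to RNA, held 9 Cfg1 and 6 Cfg2 peaks, and its paralogue Rbm15b held 4 and 1. Zc3h13 held 3 Cfg1, 2 Cfg2 and 5 Cfg3 peaks, Virma 2 of each list, and Cbll1 2 Cfg1 peaks and 1 Cfg3 peak. Wtap held 3 Cfg1 peaks, 1 of them in intron 6 at 533 nt from the 5′ splice site, and 1 peak in all when the longest transcript stood for each gene. Mettl16 held 2 Cfg3 peaks, both intronic, and Pcif1, the cap-adjacent adenosine methyltransferase gene, held 1 Cfg2 peak. No peak of any list mapped to Mettl3 and Mettl14, which encode the core pair of the complex, or to Zcchc4 and Mettl5. Among reader genes, Ythdf2 held 3 Cfg1 and 2 Cfg2 peaks, Ythdf3 held 2 Cfg1, 4 Cfg2 and 4 Cfg3 peaks, Ythdf1 held 3 Cfg2 peaks, and Prrc2a held 2 Cfg1 and 2 Cfg2 peaks. Hnrnpc held 2 and Igf2bp1 held 1 intronic Cfg3 peak. Hnrnpa2b1 held 1 Cfg2 and 1 Cfg3 peak, or 1 in all with the longest transcript, and Ythdc2, Igf2bp2, Igf2bp3 and Fmr1 held none. Of the demethylase genes, Alkbh5 held 4 Cfg2 peaks, 1 of them at 170 nt from the 5′ splice site of intron 1, and Fto held 1 Cfg1 and 2 Cfg2 peaks.

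Ythdc1, the gene for the nuclear m6A reader, carried all of its 4 SySy-called peaks in intron 11 (chromosome 5, 86828122 to 86830553, plus strand, 2432 nt). The 3 Cfg1 peaks, at 86828192 to 86828351, 86828904 to 86829153 and 86829236 to 86829449, had midpoints 150, 907 and 1221 nt from the 5′ splice site. The Cfg2 peak lay at 86829451 to 86829637. The whole intron is exonic in another annotated transcript. The first Cfg1 peak held 1 GGACT and the last held 2, while the 2 Cfg3 peaks of Ythdc1 were exonic. In Spen, on the minus strand of chromosome 4, the 5 intronic Cfg1 peaks lay side by side in intron 2 between 141520884 and 141522052, with midpoints up to 1074 nt past the 5′ splice site. Tor1aip2 held 1 Cfg1 and 1 Cfg2 peak in intron 3, at 36 and 281 nt from the 5′ splice site. Of long noncoding RNA genes, Xist held 2 Cfg1 peaks and 1 Cfg2 peak, and Malat1 held 5 Cfg3 peaks and none of the other lists. Norad, annotated here as 2900097C17Rik, held none.

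**Figure D2:**
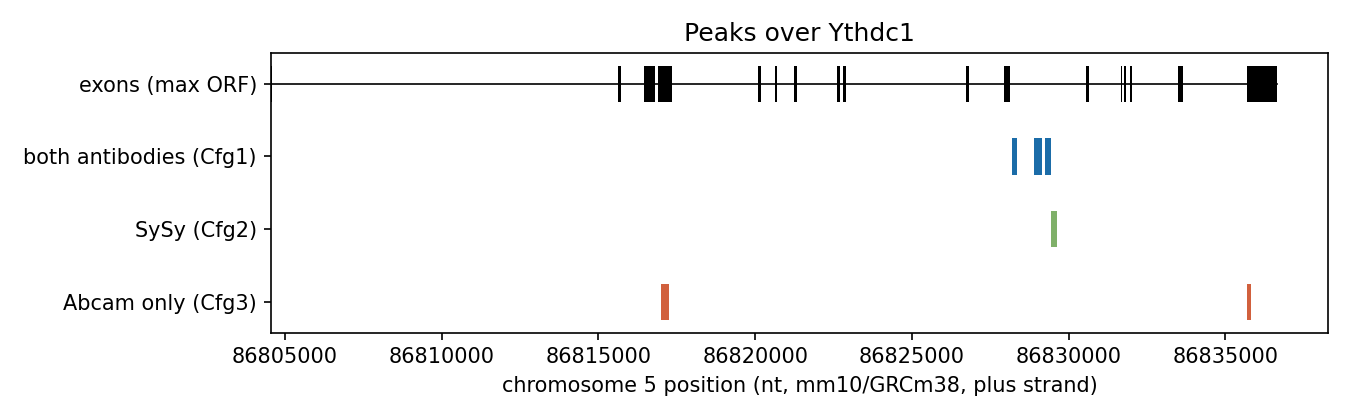
Map of Ythdc1 on the plus strand of chromosome 5 (nt, mm10), with exons of the representative transcript on top and the peaks of each list below as bars drawn to scale. The 3 Cfg1 peaks and the Cfg2 peak lie in intron 11, and the 2 Cfg3 peaks overlap exons.

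The next comparison asked whether peaks hold the core m6A motif GGACT more often than other stretches of the same RNA. Exonic and intronic peaks of all 3 lists did, with the widest margin in Cfg1 and the narrowest in Cfg3. GGACT was present in 37.8% of Cfg1 peaks (1856 of 4911, 36.4 to 39.2%) against 19.2% (SD 0.528 over 1000 sets) for intervals of equal width placed at random in the same transcript or intron. In Cfg2 the shares were 31.8% (30.5 to 33.1%) and 17.1% (SD 0.51), and in Cfg3 17.1% (16.1 to 18.1%) and 12.8% (SD 0.415). The p-value was 0.001 in each list, the smallest that 1000 random sets can give (one-sided permutation of positions, adjusted p = 0.0011). Against dinucleotide shuffles of the same peaks, also one-sided, the margin of Cfg3 narrowed to 0.558 points (n = 5379, p = 0.12). By the same shuffles it was 1.60 points in exons (n = 2279, p = 0.02) and -0.21 points in introns (n = 3100, p = 0.63). Against random placement, the margin among Cfg3 peaks of full refined width was 2.02 points (n = 207, one-sided permutation of positions, p = 0.27).

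Split by location, exonic peaks held GGACT in 37.5% of cases in Cfg1, 31.2% in Cfg2 and 17.9% in Cfg3, and intronic peaks in 41.3%, 36.4% and 16.5%. Random placement in introns gave 17.6% for Cfg1, 16.2% for Cfg2 and 12.4% for Cfg3. The Wtap intron 6 peak and the Cfg1 peak of Tor1aip2 intron 3 held 2 GGACT each, and those nearest to the midpoints lay at 12974775 to 12974779 on the minus strand of chromosome 17 and at 156051650 to 156051654 on the plus strand of chromosome 1.

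**Figure D3:**
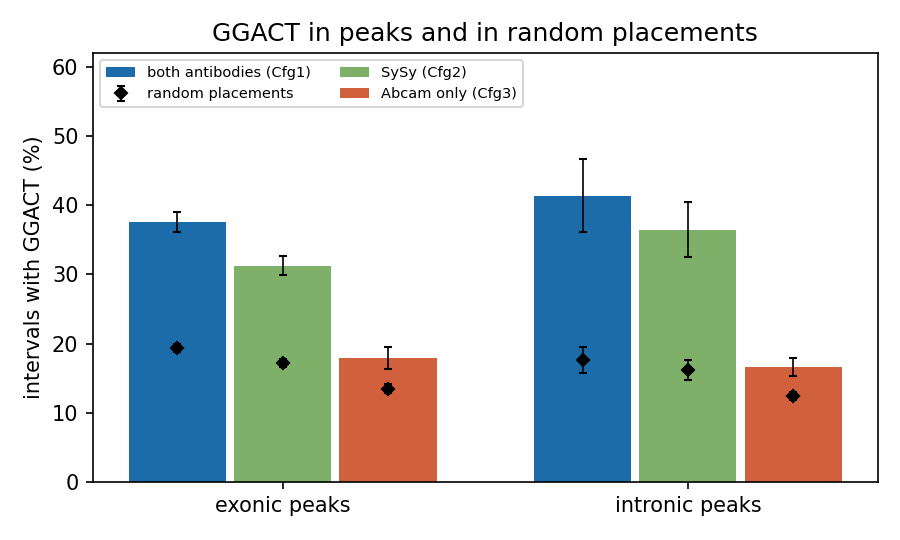
Percentage of exonic and intronic peaks of each list that hold GGACT (bars, with 95% Wilson intervals) and of random placements in the same transcript or intron (diamonds, mean and SD over 1000 sets). Intronic peaks hold it in 41.3% of cases in Cfg1 and in 16.5% in Cfg3.

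Stop codons, around which m6A of messenger RNA is known to gather, were tested next. Exonic peaks of coding genes lay near the stop codon more often than random positions of the same messenger RNAs in all 3 lists. Within 200 nt of it, in spliced coordinates, lay 24.4% of Cfg1 peaks (1096 of 4489, 23.2 to 25.7%; random positions 9.69%, SD 0.422) and 23.2% of Cfg2 peaks (987 of 4263, 21.9 to 24.4%; random 10.96%, SD 0.442). In Cfg3 it was 15.6% (347 of 2219, 14.2 to 17.2%; random 9.43%, SD 0.638). The two-sided permutation of positions gave p = 0.001 in each list, the smallest it can give. Relative to the stop codon, the median midpoint was at -470 nt in Cfg1, at -200 nt in Cfg2 and at -1042 nt in Cfg3. Tor1aip2, for example, held a Cfg1 peak at -102 nt from the stop codon, and others further off at -366 and 291 nt. The full-width peaks of Cfg3 lay near it in 5.81% of cases, -3.45 points from random positions (n = 86, p = 0.34).

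The position and surroundings of intronic peaks were examined because the study asked whether methylated introns are linked to alternative splicing. SySy-called intronic peaks were enriched toward the 5′ end of the intron, though most lay outside its first 25%, and at positions where another annotated transcript has an exon. The first 25% of the intron, from its 5′ end, held 39.5% of Cfg1 intronic peaks (131 of 332, 34.3 to 44.8%, two-sided exact binomial test, p = 8.2e-09) and 41.4% of those of Cfg2 (232 of 560, 37.4 to 45.6%, p = 1.9e-17). In Cfg3 it held 28.9% (897 of 3100, 27.4 to 30.6%, exact test, p = 6.3e-07). The second 25% held 25.6% of Cfg1, 22.3% of Cfg2 and 29.2% of Cfg3 intronic peaks, so the Cfg3 excess was not limited to the first. The last 25% held 12.7%, 17.3% and 17.8%. Within 500 nt of the 5′ splice site lay 24.7% of Cfg1, 32.3% of Cfg2 and 12% of Cfg3 intronic peaks. By that measure Cfg3 differed from random placement by 0.27 points (n = 3100, p = 0.58), and in its full-width intronic peaks the excess in the first 25% was 7.48 points (n = 117, p = 0.069). In Cfg1 the excess was 9.20 points with the longest transcript for each gene, against 14.5 points.

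Positions exonic in another transcript, such as those of Ythdc1 intron 11, made up 41.3% of Cfg1 intronic peaks (36.1 to 46.6%) against 22.0% (SD 1.503) for random positions in the same introns. In Cfg2 the shares were 36.2% (32.4 to 40.3%) and 22.9% (SD 1.05), with p = 0.001 in both lists, the smallest that the permutation of positions can give. Against random positions in the same 25% stretch of the intron, the margin was 10.2 points in Cfg1 and 8.09 points in Cfg2, against 19.3 and 13.3 points without that match. In Cfg3 the share was 6.84% (212 of 3100, 6.003 to 7.78%) against 6.44% (SD 0.301), which did not pass the test (two-sided permutation, p = 0.2). It passed when the longest transcript stood for each gene, with a margin of 0.63 points (n = 2860, p = 0.033).

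GC content was higher in intronic peaks than in random intervals of the same intron, by 3.17 percentage points in Cfg1 (SD 6.03, n = 332), 2.97 points in Cfg2 (SD 7.95, n = 560) and 4.66 points in Cfg3 (SD 5.95, n = 3100). Introns with a peak were longer than the other introns of their transcript by 2.31 on the log2 scale in Cfg1 (SD 2.07, n = 232), 1.94 in Cfg2 (SD 2.17, n = 407) and 2.33 in Cfg3 (SD 1.82, n = 2211). The geometric means were 8383 against 1690 nt in Cfg1, 5293 against 1376 nt in Cfg2 and 8964 against 1788 nt in Cfg3. Each of these sign-flip permutation tests gave p = 1e-05, the smallest it can give (two-sided). A long intron offers more positions for a peak, and against the mean weighted by intron length, a comparison added after the values were seen, the difference was 0.048 in Cfg1 (n = 232, p = 0.59) and -0.25 in Cfg2 (n = 407, p = 0.00085), and 0.11 in Cfg3 (n = 2211, p = 0.00012). Of the 18 tests within lists, 17 had an adjusted p under 0.05.

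**Figure D4:**
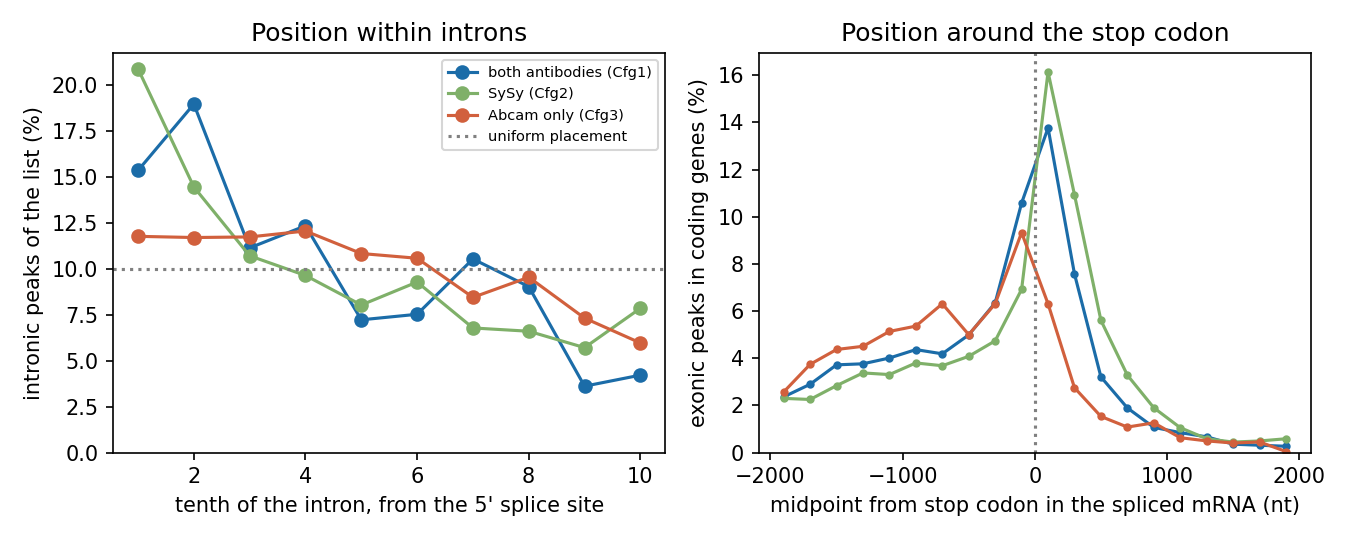
Left, the percentage of intronic peaks of each list in each of 10 equal bins of the intron, from the 5′ splice site, with the level of uniform placement dotted. Right, the percentage of exonic peaks of coding genes by distance of the midpoint from the stop codon (nt); 39.5% of Cfg1 intronic peaks lie in the first 25%, and Cfg1 and Cfg2 peak just past the stop codon.

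Peaks called with both antibodies were then set against those called with Abcam alone, since agreement of a pair of antibodies is the study's measure of confidence. Cfg1 had the higher share in all 7 measures, by two-sided Fisher's exact tests adjusted over the 7. Exonic peaks held GGACT more often by 19.7 percentage points (95% interval 17.5 to 21.8, exact test, adjusted p = 8.6e-65) and intronic peaks by 24.7 points (19.4 to 30.2, adjusted p = 3.8e-23). The share near the stop codon was higher by 8.78 points (6.78 to 10.7, exact test, adjusted p = 6.8e-17) and the share in the first 25% of introns by 10.5 points (5.16 to 16.1, adjusted p = 0.00013). Intronic peaks exonic in another transcript, as in Ythdc1, Tor1aip2 and Wtap, were more frequent by 34.4 points (29.2 to 39.9, exact test, adjusted p = 4.8e-58). Peaks that shared a called region with another summit, such as the run of Cfg1 peaks in Spen intron 2, made up 57.2% of Cfg1 (55.8 to 58.5%) and 26.2% of Cfg3 (25.1 to 27.3%), with 46.02% in Cfg2. The difference between Cfg1 and Cfg3 was 30.96 points (29.2 to 32.7, exact test, adjusted p = 3e-253). Cfg1 and Cfg2 intervals are named as SySy calls, and together they number 10749, the study's count of SySy peaks. Cfg3 intervals are named as Abcam calls. Summits and widths are thus compared between SySy calls and Abcam calls, which agreement of the antibodies alone does not describe. Intervals soft-masked as repeats over most of their length made up 28.9% of Cfg1, 14.5% of Cfg2 and 22.4% of Cfg3 intronic peaks, a difference between Cfg1 and Cfg3 of 6.56 points (1.71 to 11.9, exact test, adjusted p = 0.009). The repeat difference turned to -5.27 points when any masked base counted (p = 0.067) and to -6.15 points among full-width peaks (p = 0.4), and the difference in the first 25% of introns was 9.06 points among full-width peaks (p = 0.26, exact tests). With the longest transcript for each gene the latter was 5.91 points (Fisher's exact test, p = 0.048), and the exonic GGACT difference was 10.2 points in the central 100 nt of the peaks.

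Abcam-only peaks lay near the shared ones more often than random placement gives. In exons and introns, 11.1% of Cfg3 peaks (598 of 5379, 10.3 to 11.99%) lay within 500 nt of a Cfg1 peak, against 7.14% (SD 0.276) for random placement, with p = 0.001, the smallest of the two-sided permutation of positions. Direct overlap was rarer than for random placement, by -2.74 points for 1 shared nucleotide, because Cfg3 is made of the Abcam peaks outside the shared set. Called regions were split between summits before the lists were formed. Some Cfg3 peaks can therefore be the remaining summits of regions whose other summits were shared. Random placement holds no such splitting, so the test cannot tell its effect from another link between the lists.

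The last comparison asked which kinds of genes carried Cfg1 peaks, among the 5474 genes with a peak of any list, of which 2590 (47.3%) had one. Of the 16 gene lists tested, 3 passed a two-sided Fisher's exact test adjusted over the lists. Genes for histone lysine methyltransferases and demethylases carried Cfg1 peaks more often, in 26 of 35 cases (74.3%, 57.9 to 85.8%, exact test, p = 0.0018, adjusted p = 0.014), led by Kmt2d with 12, Kmt2a with 9, Nsd1 with 8 and Ash1l with 7 peaks. Zfp zinc finger genes also carried them more often, in 58.7% of 213 cases (51.98 to 65.1%, exact test, adjusted p = 0.012), with 9 peaks each in Zfp407 and Zfp646, 8 in Zfp704 and 6 in Zfp292. Genes for SR splicing factors carried them less often, in 1 of 12 cases (8.33%, 1.49 to 35.4%, exact test, p = 0.0071, adjusted p = 0.038). That gene was Son, with 4, while 9 of the 12 held Cfg2 peaks. Srrm2 held 2 Cfg2 and 6 Cfg3 peaks, Srrm1 1 and 2, and Srsf1 1 Cfg3 peak. Matched on spliced transcript length, the histone list had an adjusted p of 0.42 and the SR list of 0.13, and counting Cfg1 or Cfg2 peaks they had 0.23 and 1, the SR share then being 75% against 77.2%. When at least 2 Cfg1 peaks were required, the SR list did not pass (adjusted p = 0.77, exact test), nor did it against all genes (adjusted p = 1), while the m6A writers and the chromatin remodellers passed (adjusted p = 0.0087 each).

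The other 13 lists did not pass in this comparison among genes with a peak. Against all protein-coding and lncRNA genes, with or without a peak, ribosomal protein genes carried Cfg1 peaks less often (exact test, adjusted p = 0.033), and the m6A writers and readers, the pluripotency, Polycomb, chromatin remodeller and TGF-beta signalling genes and the named long noncoding RNA genes more often (exact tests, adjusted p from 6.5e-08 to 0.022). No expression values were used, so that background keeps any genes not transcribed in these cells, which cannot hold a peak. The higher shares are therefore not told apart from expression of the listed genes. Among genes with a peak, chromatin remodeller genes carried Cfg1 peaks in 13 of 21 cases (exact test, adjusted p = 0.45), with 7 peaks in Chd9 and 6 each in Bptf, Chd6 and Chd8, and pluripotency genes in 11 of 23 cases (adjusted p = 1), with 3 each in Nr5a2 and Tet2 and 2 each in Fgf4 and Tbx3. Polycomb genes did so in 8 of 18 cases (exact test, adjusted p = 1), with 3 peaks each in Cbx2 and Epop and 2 in Suz12, and TGF-beta signalling genes in 8 of 16 (adjusted p = 1), with 4 in Nodal and 3 in Bmp4. Named long noncoding RNA genes did so in 9 of 14 cases (exact test, adjusted p = 0.57), with 3 each in Kcnq1ot1, Lncenc1 and Tug1 and 2 in Tsix. Few ribosomal protein genes had a peak of any list, 9 of 80, and 1 of these, Rps15a, had a Cfg1 peak (exact test, adjusted p = 0.17). Of oxidative phosphorylation genes, 10 of 75 had a peak and 2, Ndufv3 and Ndufs4, a Cfg1 peak (exact test, adjusted p = 0.37). Immediate early genes had a Cfg1 peak in 4 of 9 cases, Dusp1, Junb, Klf6 and Nr4a1 (exact test, adjusted p = 1). The m6A writers had one in 6 of 8 cases (exact test, adjusted p = 0.43), the readers in 4 of 8 and the erasers in 1 of 2 (exact tests, adjusted p = 1). Early lineage markers had one in 1 of 4, Sox1, with 4 Cfg2 peaks in Otx2, and fibroblast markers in 0 of 1, Fn1, which held 2 Cfg2 peaks (exact tests, adjusted p = 1). Loci singled out by the study on these libraries had a Cfg1 peak in 12 of 15 cases, which is not independent evidence and was not tested.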

Values the study reported

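The study reported 5277 peaks in its high, 5472 in its medium and 6319 in its low confidence group. It gave 6.2% and 10.3% as the shares of intronic peaks in the high and medium groups.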

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

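The comparisons between Cfg1 and Cfg3 were planned, while the tests on purine content, on the number of motifs in introns and on alternative exons as the source of a difference in position along introns were chosen after the results were seen. Cfg1 and Cfg3 differed in all 7 shares compared, by the tests of the difference given above. Beside the patterns weighed here, the share of intronic peaks exonic in another transcript was higher in Cfg1 by 34.4 percentage points. The share of peaks from regions with several summits was higher by 30.96 points, and the share of soft-masked intronic peaks by 6.56 points. Cfg1 summits are those of the SySy calls and Cfg3 summits those of the Abcam calls. The soft-masked difference changed sign under other settings, to -5.27 points when any masked base counted and to -6.15 points among full-width peaks. The labels name no condition beyond the antibody, so no biological explanation was tested. Peak height and sequencing depth were not weighed, since the lists used here hold neither. The labels and the study's methods differ on whether both antibodies' libraries were made with the same kit, so a difference in kit between Cfg3 and the SySy-called lists is not excluded for any of these results.

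GGACT was more frequent in Cfg1 than in Cfg3 by 19.7 points in exons and by 24.7 points in introns. The narrower intervals of Cfg3 do not account for the intronic gap, which was 17.2 points in the central 100 nt of peaks at least that wide (two-sided Fisher's exact test, p = 2.3e-14; the exonic gap was 10.2 points in that window, over all peaks), nor does a lack of motifs in the introns of Cfg3, since the excess over random placement differed by 19.5 points (14.4 to 24.9). Enrichment of GC-rich stretches is not enough as the whole cause of the Cfg3 intronic peaks, which held GGACT 2.102 points more often than intervals of equal GC content in the same introns (SD 0.566). Capture of purine-rich RNA without m6A remains open and may contribute, because the purine content of Cfg3 intronic peaks was 65.9% and their GGACT share was -0.21 points from that of dinucleotide shuffles of the same peaks (one-sided permutation test, p = 0.63). In Cfg1 the purine content of intronic peaks was 53.8%, and GGACT exceeded the shuffles by 15.8 points.

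The first 25% of introns held Cfg1 peaks more often than Cfg3 peaks by 10.5 points. Annotated exons near the 5′ splice site do not account for the whole of the Cfg1 preference, since 33.3% (27.1 to 40.2%) of its 195 intronic peaks outside any annotated exon lay there. GC content falling along introns does not account for it either, as the Cfg1 share exceeded that of GC-matched intervals in the same introns by 12.8 points (SD 2.19). Whether such exons underlie the difference between the lists stays open: outside annotated exons it was 4.70 points (-1.76 to 11.8, two-sided Fisher's exact test, p = 0.17), an interval that holds both 0 and the full difference.

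The share of exonic peaks near the stop codon was higher in Cfg1 than in Cfg3 by 8.78 points. A gap was also present within the 708 genes with exonic peaks in both lists, 17.9% in Cfg1 against 8.90% in Cfg3. The difference there was 8.999 points (two-sided Fisher's exact test, p = 8e-12). This cannot decide whether different genes contribute. Cfg3 excludes intervals that overlap Cfg1 peaks, so in these genes its peaks are kept off stop codon sites that Cfg1 holds. Runs of summits within called regions do not account for the difference, since among regions with 1 summit it was 11.5 points (exact test, p = 2.5e-15). What else sets the lists apart here was not tested.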

How the results depend on the processing

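The mean weighted by intron length was chosen after the results were seen, and the other alternatives were planned. Of 195 values of the planned results under alternatives, 178 kept their direction and their side of the threshold or stayed close in count, and of 120 named genes 116 stayed within 1.5 times their peak count with the longest transcript. The others are Fam168a with 11 peaks, Hnrnpa2b1 and Wtap with 1 and Setd4 with 0. With their call kept, the difference in the first 25% of introns was 5.91 points with the longest transcript, the Cfg1 margin there 9.20, the alternative-exon margins against the same part of the intron 10.2 in Cfg1 and 8.09 in Cfg2, and the exonic GGACT difference in the central 100 nt 10.2. With DRACH, which nearly all peaks hold, the motif margins were 2.86, 2.97 and 1.39 points in Cfg1, Cfg2 and Cfg3. The DRACH difference between Cfg1 and Cfg3 was 3.34 points in exons, against 19.7 for GGACT. In introns it was 8.48 points, against 24.7. The 6 location differences kept direction and call under every alternative run, though not their size. With any transcript counted, the intergenic difference between Cfg1 and Cfg2 was -1.60 points, against -3.17. With 1 peak per gene, the intron difference between Cfg1 and Cfg2 was -2.60 points, against -3.94. The intergenic difference was then -12.4 points between Cfg1 and Cfg3, against -7.94, and -8.85 between Cfg2 and Cfg3, against -4.77. This setting thins the peaks of genes but keeps all intergenic peaks, which raises the intergenic shares by construction. They were 12.4% in Cfg1, 16.0% in Cfg2 and 24.8% in Cfg3. Sizes under this setting, those of the intron shares included, therefore rest on changed totals. Where no reason is given, the cause was not tested. Full-width peaks, few in Cfg3, gave for Cfg3 a GGACT margin of 2.02 points, a stop codon margin of -3.45, a margin in the first 25% of introns of 7.48 and an alternative-exon margin of -0.187, and between Cfg1 and Cfg3 a difference there of 9.06 and a repeat difference of -6.15 points. The Cfg3 GGACT margin was 0.558 points against dinucleotide shuffles, its margin within 500 nt of the 5′ splice site 0.27 points, and its alternative-exon margin 0.63 points with the longest transcript. Counting any masked base gave -5.27 points. Overlap in place of distance gave -2.74 points for 1 nt and -1.85 for 0.5 of either interval, because Cfg3 excludes the shared peaks. Against the length-weighted mean, introns with peaks differed by 0.048 in log2 length in Cfg1 and by -0.25 in Cfg2, and by 0.11 in Cfg3. The number of gene lists past the threshold was 1 with Cfg1 or Cfg2 peaks counted, 1 matched on length and 10 against all genes. With Cfg1 or Cfg2 peaks counted, differences changed sign to -2.24 points in readers, 0.542 in Polycomb, -10.6 in remodellers, 11.7 in immediate early and 22.8 in fibroblast genes. With at least 2 Cfg1 peaks required they did so to -22.0 in erasers and -4.62 in pluripotency genes, and the calls changed for writers (53.1 points) and remodellers (30.5), which passed, and for the SR list (-13.7), which did not. Against all genes they did so to 17.0 in Polycomb genes, which passed, and 11.9 in immediate early genes, the SR list (-1.81) did not pass, and the writers (41.95), readers (25.3), pluripotency (25.3), remodeller (43.97), ribosomal (-6.83), named lncRNA (17.7) and TGF-beta genes (21.6) passed. Without expression values, higher shares against all genes are not told apart from expression. No paired analysis was possible because the lists hold no values per library. For the same reason leaving out a replicate could not be run, nor a stricter caller threshold for lack of scores, and unknown depth limits any statement on regions without a peak.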

Other observations

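The sequence of the peaks was searched after the results were seen, by ranking all 5-base words by the ratio of their share of peaks to that of random placement, in the exons and introns of each list. GGACT ranked 1 in the exons of Cfg1 and of Cfg2, 14 in the introns of Cfg1 and 6 in those of Cfg2. A ratio favours rare words: CGGAC, ranked 1 in Cfg1 introns, was in 20 of 332 peaks and GGACT in 137. Not every word ahead of GGACT was rare. TGGAC ranked 6 in Cfg1 introns, in 131 of 332 peaks, and 5 in Cfg2 introns, in 186 of 560. In the exons of Cfg3 GGACT ranked 43, behind words such as AGAGG, in 39.0% of peaks against 25.2% of placements. In the introns of Cfg3 it ranked 183, behind purine words such as GAAGG, in 48.8% of peaks against 18.3% of placements, and GAGAG, in 53.0% against 19.9%. Purine content exceeded that of the intron by 15.6 points in Cfg3 intronic peaks (SD 9.68), by 3.78 points in Cfg1 (SD 5.98) and by 1.34 points in Cfg2 (SD 5.60). The excess was larger in Cfg3 than in Cfg1 by 11.9 points (95% bootstrap interval 11.1 to 12.6), and 95.3% of the 3100 Cfg3 intronic peaks were richer in purines than their intron.

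Peaks of the 5′ UTR set Cfg2 apart, a difference also tested after it was seen. Their share of exonic peaks in coding genes was higher in Cfg2 by 5.22 points than in Cfg1 (4.35 to 6.12) and by 5.36 points than in Cfg3 (4.37 to 6.31), in two-sided Fisher's exact tests (p = 6.7e-33 and p = 1.7e-22). Alkbh5, with 1 of its 4 Cfg2 peaks in the 5′ UTR, is an example.

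Some regions with mainly Cfg3 peaks were singled out after their values were seen. On the plus strand across Tsix and Xist, the predicted gene Gm26992 held 11 intronic Cfg3 peaks between 103448053 and 103468089 of chromosome X. Tsix overlaps Gm26992 on the same strand and spans these peaks, so their gene is not settled, and 1 Cfg3 and 2 Cfg1 peaks were assigned to Tsix. The mitochondrial genome held 6 peaks, all of Cfg3, of which 2 lay on the minus strand in mt-Nd6. Chromosome Y held 36 Cfg3 peaks, 4 Cfg1 peaks and 3 Cfg2 peaks, and 9 of the Cfg3 peaks lay in introns of the predicted gene Gm47283.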
